A study of Drosophila melanogaster with 4 samples. Its data were reported in "Dynamics of Whole-Genome Contacts of Nucleoli in Drosophila Cells Suggests a Role for rDNA Genes in Global Epigenetic Regulation" (2020).

How the data were processed

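RNA sequencing of poly(A) RNA from Drosophila S2 cells, a cultured line derived from fly embryos, was analysed in 4 libraries, of which 2 came from untreated cells and 2 from cells exposed to heat shock and then allowed to recover. Samples were grouped by the stress recorded for each in the labels, which give no sequencing batch.

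The deposited table of each library gave an estimated count per gene (an expected count, which need not be whole), TPM, FPKM, lengths and a posterior standard deviation of the count. Their column names are those of RSEM, which shares reads that fit several genes among them. The methods of the study describe trimming, 2-pass alignment with STAR to release 6 of the fly genome, counting with featureCounts and testing with DESeq2. The version and settings of the program behind the deposited tables are not stated, nor is whether counting used the strand. The FPKM values, lengths and pooled tables that the authors deposited were not used here. TPM values deposited by the authors served only for alternatives.

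The tables listed 17697 genes, of which 17570 matched a symbol and coordinates of the later gene build of the same assembly. Library totals of estimated counts were 10221418 and 10354706 in untreated cells and 11988483 and 10602190 after heat shock. Counting error is the only error that these depths address.

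Estimated counts were rounded to whole numbers. Genes were kept by the filterByExpr rule of edgeR, libraries were scaled with TMM factors, and groups were compared with the quasi-likelihood test of edgeR 4.0.16 in R, with Benjamini-Hochberg adjustment and a threshold of 0.05. CPM values use the TMM-scaled totals. Standard errors were derived from the fitted log2 fold change and its F statistic. Copies of Hsp70, of each histone class and of Ste were also summed before fitting. On simulated data for 8668 genes, of which 197 were changed, the test recovered 92.9% of the changed genes and 3.17% of its calls were false. All planted changes were at least 2-fold, about equally up and down, with the same spread between replicates for every gene. These rates therefore do not cover smaller changes, a large share of changed genes or a shift of the library composition.

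The list of rDNA-contacting genes came from chromosome contact (4C) libraries of the study, independent of these RNA libraries. It had 588 names, of which 577 matched a gene of the tables. A name shared by several genes was left out, which removed 1 of the 26 names in the heat shock set, Hop, a synonym of hop and Stip1. That rule was not fixed in advance. The name was first matched to hop, and the rule was set after hop was seen to be lower after heat shock. Shares over length quartiles were compared with an exact conditional (Mantel-Haenszel type) test, and other shares with Fisher's exact test, two-sided. The direction of the list was tested with camera of limma 3.58.1 at a preset correlation of 0.01, with fry and an estimated correlation beside it.

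The test, the rule for named genes and the alternatives, other than the crossed pairing, were fixed before the data were examined. The handling of shared names was not. The rule takes the 5 largest rises and the 5 largest falls among genes past the threshold with a mean of at least 10 CPM in a group, the same within the list, the heat shock, housekeeping and study-named sets, the histone classes and the Ste genes. Alternatives were DESeq2 1.42.0, limma-voom, other scalings, other filters, a replicate block, TPM with pseudocounts of 1 and 0.1, and leaving out each library in turn. Coordinates are 1-based, on release 6.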

Results

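Gene expression was measured by RNA sequencing in S2 cells, with 2 untreated libraries and 2 heat shock libraries. Totals of estimated counts ranged from 10221418 to 11988483. The 6 Hsp70 copies took 0.0671% and 0.0699% of the counts in untreated cells and 12.9% and 14.3% after heat shock. The 10 most abundant genes took 7.56% and 7.96% in untreated cells and 23.6% and 25.7% after heat shock.

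Replicates were compared first. Across 8784 genes, log2(CPM + 1) values of the untreated replicates had a Pearson correlation of 0.996, and those of the heat shock replicates 0.994. Between the groups the correlation ranged from 0.955 to 0.960. These correlations are across genes, which are not independent replicates. Counts of each replicate pair differed by more than sampling noise, with chi-square values per degree of freedom of 5.33 and 6.18, so neither pair holds repeated copies of a single library. The test does not tell separate cultures from separate preparations of the same RNA. The labels say that heat shock replicates were lysed apart from each other and do not say this of the untreated ones.

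The first question was which genes changed after heat shock. Of the 8784 genes tested, 3556 had an adjusted p-value under 0.05 in edgeR, with 1897 higher and 1659 lower. At a change of at least 2-fold, 821 were higher and 122 lower. The balance of rises and falls rested on the scaling of the libraries. TMM factors were 1.22 and 1.18 in untreated cells against 0.837 and 0.825 after heat shock. Scaling by total counts alone moved the median log2 fold change by -0.53, gave 779 higher and 6288 lower genes, and reduced the higher share of calls from 53.3% to 11.02%. Library totals without heat shock genes moved it by -0.16, with a higher share of 29.0%. DESeq2 called 1824 genes, of which 1745 were also called by edgeR. DESeq2 was run on all genes with a count, without the filter of edgeR, and gave no adjusted p-value to 3881 of them. In the first heat shock library alone, 12865 genes had at least 1 count. How many of the 3881 were among the 8784 genes tested in edgeR was not counted.

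**Figure D1:**
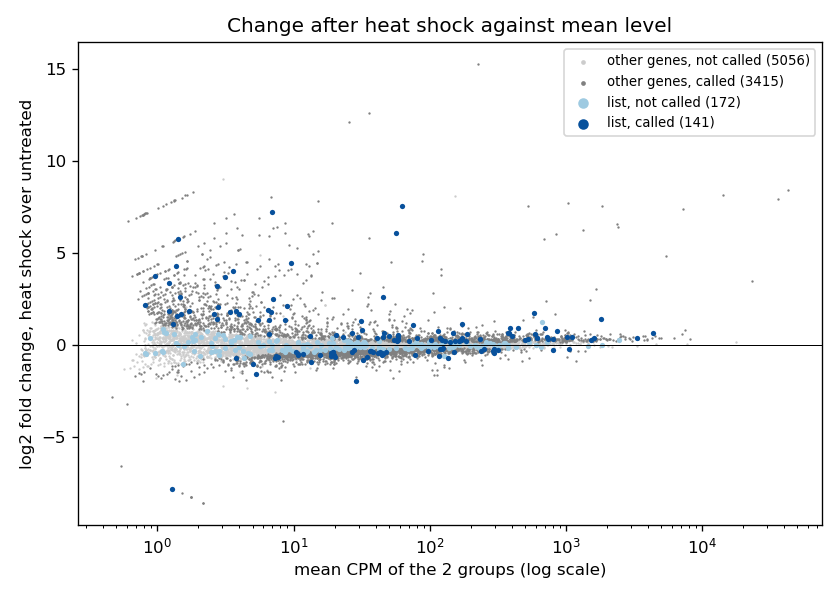
The fitted log2 fold change of heat shock over untreated (vertical axis) is plotted against the mean CPM of both groups (horizontal, log scale) for each of the 8784 genes tested, with list members in blue and genes past an adjusted p-value of 0.05 in darker shades. The points reach a log2 fold change of 15.26 for Hsp70Aa, whose estimated counts in untreated libraries were 0.

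The largest fitted rises belonged to genes with estimated counts of 0 in untreated cells. Hsp70Aa (FBgn0013275, 3R, 11954163 to 11956544) had 4818.16 and 3697.32 estimated counts after heat shock. It shares reads with near-identical copies, and the posterior SDs of its untreated counts were 48.16 and 60.93, so no lower bound is given for its fold. Gr63a (3L, 3894999 to 3896603) was at least 197-fold higher. The pseudogene CR43217 (X, 11586228 to 11586944) was at least 290-fold higher if its untreated counts were at most 3, with posterior SDs of 1.93 and 1.3 for these counts. Hsp70Ab (3R, 11958535 to 11960909) and Hsp68 (3R, 24055080 to 24057310) followed, with log2 fold changes of 8.41 ± 0.16 (SE) and 8.15 ± 0.14 (SE). Among falls, CR43212 (X, 11595655 to 11597545) had the largest, at -4.12 ± 0.55 (SE). It lies in a row of similar pseudogenes and the posterior SD of its count in the first heat shock library, 123.05, exceeded the count itself, 12.21, so the fall is uncertain. It was not past the threshold without the low-count filter. Bhmt (2L, 18955481 to 18957311) dropped from 45.97 ± 2.64 to 11.7 ± 1.13 CPM (SD, n = 2 libraries). Log2 fold changes of PH4alphaNE2, Elys and Sec71 were -1.87, -1.76 and -1.72.

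Heat shock genes were the positive reference of the treatment. The 6 Hsp70 copies summed rose from 569.9 ± 29.2 to 163764 ± 13697 CPM (SD, n = 2 libraries), a log2 fold change of 8.17 ± 0.16 (SE) with an edgeR adjusted p-value of 6.3e-10. Of the 25 genes matched in the heat shock and cognate sets, 23 passed the count filter and 22 were higher. These exclude the genes that share the name left out, of which hop was lower, at a log2 fold change of -0.23 (edgeR adjusted p = 0.0226), and Stip1 was higher, at 0.52 (edgeR adjusted p = 2.4e-04). Hsc70-3 did not change detectably, at a log2 fold change of 0.06 and an edgeR adjusted p-value of 0.584, but was lower and past the threshold with total counts and on TPM values. Hsp26 and Hsp83 rose by 7.41 and 3.49 on the log2 scale, while Hsc70-4 rose by 0.81 and Hsp60A by 0.26. The rise of Hsp60A turned into a fall under total-count scaling and on TPM values. The calls of Hsp60A with library totals without heat shock genes, of Hsp110 on TPM values and of Hsc70-5 with total counts and on TPM values were lost. Hsc70-1 and Hsc70-2 stayed below the filter, with at most 6 counts in a library.

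The housekeeping set changed little. RpL32 and betaTub56D were higher by 0.36 and 0.30 on the log2 scale, alphaTub84B by 0.20, while Act42A and Gapdh2 changed by -0.27 and -0.20. Act5C, Gapdh1 and eEF1alpha1 were not past the threshold. Act5C and Gapdh1 were lower and past it with library totals without heat shock genes, with total counts and on TPM values. The same held for eEF1alpha1 with total counts and on TPM values. The crossed pairing, of the first untreated with the second heat shock library, was chosen after seeing the data. With it eEF1alpha1 was instead higher and past the threshold, at 0.17 (edgeR adjusted p = 0.0221). The call of alphaTub84B was lost under DESeq2, without the low-count filter, with a replicate block and with library totals without heat shock genes, that of betaTub56D with the latter and that of Gapdh2 with the block. The rises of RpL32, betaTub56D and alphaTub84B also became falls past the threshold under total-count scaling and on TPM values, except that RpL32 was not past it on TPM values.

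The next question was whether genes that contact rDNA change their expression after heat shock. Of the list, 313 genes passed the filter and 141 had an adjusted p-value under 0.05, with 92 higher and 49 lower. Adjusted over the list alone, 93 were higher and 49 lower. At least 2-fold changes were 37 rises and 3 falls. The changed share was 45.05% in the list and 40.3% in all other genes, a difference of 4.73 percentage points that Fisher's exact test did not separate from chance (two-sided p = 0.101). Against 10000 random lists matched on mean expression, the changed share lay at percentile 85.3. The share of higher genes was 29.4% in the list against 21.3% in other genes (Fisher's exact test, p = 9.8e-04, adjusted over 7 comparisons 0.00683). Random lists matched on mean expression had a median of 24.6% higher genes, and the list lay at percentile 97.9 of them. The share of lower genes was 15.7% against 19.01% (Fisher's exact test, p = 0.142). Neighbouring genes can enter the list through the same contact and are not independent. The p-values and percentiles of these shares therefore overstate the evidence by an unknown amount.

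As a set, the list had a median log2 fold change of 0.04 against -0.03 in other genes, and these medians did not move with genes at the floor set to their bounds. The camera test of limma gave 0.0709 as its p-value for a shift upward, which is not past the threshold. Fry gave 0.00753, while an estimated correlation gave 0.222. The 3 contact groups were set by a cut-off on contact reads in the study, so a gene under it in a state need not lack contacts. Reads of repeats were filtered out for the list but not for the heat shock selection, so the groups also differ in this. Genes past the cut-off both before and after heat shock gave a camera p-value of 0.0152, or 0.0607 after adjustment. Genes past it only before heat shock gave 0.156, and those past it only after heat shock, which are not members of the list, 0.373, unadjusted. Under fry all 3 groups were past 0.05, and under an estimated correlation none was.

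The largest rises in the list were asRNA:CR43465 (2L, 5969859 to 5971025) at 7.56 ± 0.39 (SE), CG13177 (2R, 12163675 to 12164896), which was at least 51.4-fold higher, CG13992 (2L, 5965391 to 5967752) at 6.09 ± 0.14 (SE), Ucp4C at 4.47 and CG34232 at 2.62 on the log2 scale. CG13992, Ucp4C and asRNA:CR43465 lie close together on 2L, and CG13177 and CG34232 on 2R, so these rises are not independent. The genes named on 2L also lie within 10 kb past the 3′ end of chic, an abundant member of the list. Whether their reads came from transcription past that end was not tested. The antisense gene asRNA:CR43465 overlaps another gene, so its count is uncertain. Its value rests on the second untreated library, since it was 6.55 without the first untreated replicate and 13.34 without the second, where no untreated count is left. Falls were led by Bhmt at -1.97, followed by CG15211 at -0.91, mrj at -0.80, CG13185 at -0.72 and RtcB at -0.64.

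Of the 10 genes that the study named, 9 were past the threshold. The log2 fold change was 1.38 for slou, 0.92 for Glut4EF, 0.66 for cwo, 0.66 for chic, 0.61 for Tgi, 0.42 for Syp, 0.38 for cnc and 0.34 for tai. Sema1a was lower, at -0.41 ± 0.08 (SE). PlexA (4, 1009895 to 1027101) was at -0.12 ± 0.07 (SE) with an edgeR adjusted p-value of 0.189. That call depended on the setting. PlexA was past the threshold with library totals without heat shock genes, with total counts, on TPM values and with the crossed pairing. Its adjusted p-value ranged from 8.8e-09 to 0.375 over the alternatives. Under total-count scaling the signs of cnc, tai and Syp were negative, with only tai of these past the threshold, and chic, Tgi and cwo were not past it. The same was seen on TPM values, where Glut4EF was not past it either.

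**Figure D2:**
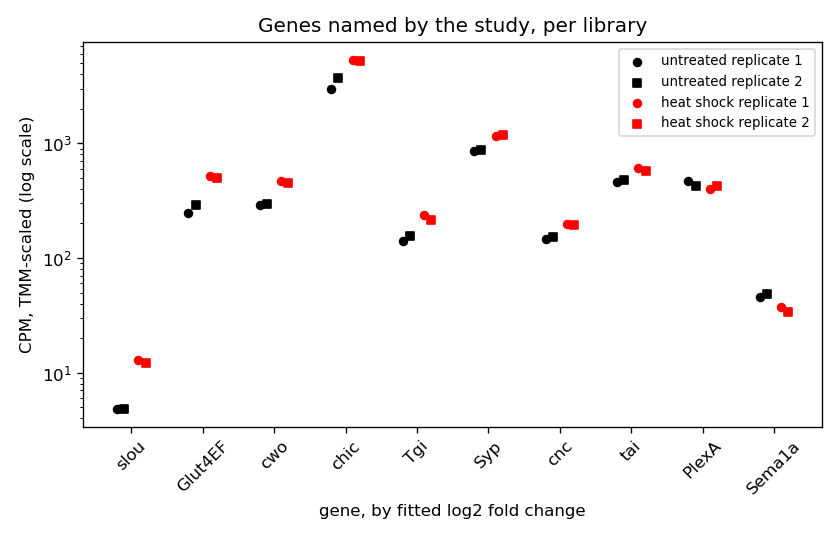
CPM of the 10 genes named by the study (vertical axis, log scale) is plotted per library, with untreated replicates in black, heat shock replicates in red, and genes ordered by fitted log2 fold change. Both heat shock libraries lie above both untreated libraries for slou, and those of PlexA differ by little from the untreated ones.

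Histone and Ste genes had few counts in this poly(A) RNA. No histone class was past the threshold of 0.05 in edgeR, and 1 of the 4 classes tested had an unadjusted p-value under 0.05. Log2 fold changes were -0.81 ± 0.33 for His1, -0.70 ± 0.41 for His2B, 0.36 ± 0.33 for His2A and 0.32 ± 0.24 for His4 (SE). The rises of His2A and His4 were falls, not past the threshold, under total-count scaling and on TPM values, and that of His2A also without the second heat shock replicate, at -0.14. His1 was lower and past the threshold with library totals without heat shock genes, total counts, TPM values and no low-count filter, and His2B with total counts and TPM values. Without the second untreated replicate His1 was at -0.39. The His2B copies summed to 13 and 14.9 estimated counts in untreated cells and to 8 and 5 after heat shock, and the copy CG33868 held 10.1, 13.6, 8 and 5. The 23 His3 copies held 1 count in all. The 12 Ste genes held 2 and 0 counts in untreated cells and 1 and 0 after heat shock, so a difference was not detectable at this depth.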

Values the study reported

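The study reported 588 rDNA-contacting genes. Among these, 60 genes were reported as upregulated and 42 as downregulated after heat shock. For the H2B histone gene, the study gave a decrease of about 30%.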

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

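With total counts only, 7067 genes changed (779 higher, 6288 lower), 1551 by at least 2-fold (977 of them lower), and 243 list members changed (40 higher, 203 lower). Limma on log2(TPM + 1) gave 6573 (609 higher, 5964 lower), with 374 higher and 646 lower by at least 2-fold and 220 in the list (33 higher, 187 lower). Limma on log2(TPM + 0.1) gave 6520 (591 higher, 5929 lower), with 454 higher and 912 lower by at least 2-fold and 221 in the list (33 higher, 188 lower). Neither carries a composition factor, and calls reversed against the main analysis numbered 470 under total counts. Library totals without heat shock genes gave 3319 lower genes, 224 of them by at least 2-fold, and 106 lower list members.

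DESeq2 called 1824 genes (1221 higher, 603 lower), with 73 lower by at least 2-fold and 25 lower in the list. An adjusted p-value under 0.01 left 2084 genes, 805 of them lower, and 27 lower list members. Without the low-count filter, 1461 genes changed by at least 2-fold, 1303 of them higher. With at least 10 counts in every library these were 448, of which 379 were higher and 69 lower, a filter that removes genes silent in a group. DESeq2 gave no adjusted p-value to 3881 of all genes with a count, which include genes below the filter of edgeR. Whether this is the cause of the lower number under DESeq2 was not tested. DESeq2 run on the list alone gave 71 higher and 46 lower genes. It gave no adjusted p-value to 84 of the 481 list genes with a count.

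The difference in changed share between the list and other genes, in percentage points and with Fisher's exact test, was 7.70 with DESeq2 (p = 2.4e-04), 4.97 without the filter (p = 0.0246) and 6.17 with at least 10 counts in every library (p = 0.0393), each past the threshold. It was -2.92 with total counts, -0.94 on log2(TPM + 1) and -0.0016 on log2(TPM + 0.1). The camera p-value was 0.0345 with at least 10 counts in every library and ranged up to 0.267 over the alternatives. Fry, which tests whether the set changed at all and not whether it changed more than other genes, gave 0.00753. The DESeq2 difference in changed share does not rest on the same set of genes as the edgeR one. The causes of these changes were not tested, and neighbouring list members are not independent here either. Limma-voom is the fit that camera already used.

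Of the study-named genes, 5 were past the threshold with total counts and 4 on either TPM scale. All 10 were past it with library totals without heat shock genes, and 10 with the crossed pairing that was chosen after seeing the data. Histone classes past it were 2 with total counts, 1 with library totals without heat shock genes, 1 without the filter, and 2 on either TPM scale. Total counts lower the median log2 fold change of all genes as given in the report, log2(TPM + 1) and log2(TPM + 0.1) move it by -0.503 and -0.517, and the cause of the change without the filter was not tested. The heat shock genes called higher ranged from 19 to 22.

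Log2 fold changes of single genes reversed with total counts, log2(TPM + 1) and log2(TPM + 0.1), in that order, as follows. His2A was at -0.18, -0.17 and -0.19, and His4 at -0.21, -0.20 and -0.21. The gene cnc was at -0.16, -0.15 and -0.16, tai at -0.20, -0.19 and -0.19, and Syp at -0.12, -0.13 and -0.13. Hsp60A was at -0.27, -0.25 and -0.26, and Hsc70-3 at -0.48, -0.46 and -0.46, or -0.11 with library totals without heat shock genes. alphaTub84B was at -0.34, -0.32 and -0.32, betaTub56D at -0.24, -0.22 and -0.22, RpL32 at -0.17, -0.15 and -0.15, and eEF1alpha1 at -0.36, -0.34 and -0.34. Among the other values of single genes and of the list median, 24 were weaker, 22 stronger and 1 moved, not counting the fits that each left out a library.

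Leaving out a library leaves a group with 1 sample, so no calls were made. Of the values of single genes and of the list median, 37 moved in these fits, by more than 1 SE of the gene or 1 SD of the list median between library pairs. All genes called with 4 libraries that could be refitted kept their direction in each of those 4 fits. The His2A change ranged from -0.14 to 0.75, and was negative only without the second heat shock replicate. His1 ranged from -1.14 to -0.39, asRNA:CR43465 from 6.55 to 13.34 and CG13177 from 6.30 to 10.18, the highest of these without the second untreated replicate. For the latter genes no untreated count is then left, so the fitted value is no bound. No such fit was made for the Ste genes, which had too few counts.

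The replicate numbers were shared by the groups, but deviations of same-numbered libraries correlated at -0.17 over all tested genes and at -0.38 over genes of at least 10 CPM. A replicate block gave 3272 genes changed and 129 in the list. Because the correlation was negative, the crossed pairing was added after seeing the data and gave 4639 and 176.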

Other observations

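All of the tests in this part were settled only after at least part of the result had been seen, except that on counting noise from 1 to 10 CPM.

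The number of higher list members here was 92. That is higher than the value quoted from the study above, which came from featureCounts counts and DESeq2 run on the list. The methods of the study give no threshold for it. The 92 rest on another counter, another test and an adjustment over all tested genes, so the comparison is not like for like. The direction depends on the setting. The number was 40 with total counts and 33 on either TPM scale, which are lower than that value, and 71 with DESeq2 run on the list alone, which is higher.

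Genes low in untreated cells rose far more often than genes fell by at least 2-fold. A gene selected for a low starting level has little room to fall, so this asymmetry says little by itself. The numbers of rises and falls also move with the scaling. Of 3001 tested genes under 10 CPM in untreated cells, 743 were at least 2-fold higher and 78 lower with TMM scaling, against 535 and 410 with total counts. Of 2821 tested genes with a mean of 1 to 10 CPM over all libraries these were 587 and 81, against 400 and 449. Total counts lower all genes nearly alike, so a loss of rises at a fixed 2-fold threshold says nothing about the cause. Relative to the median of all genes, 619 of the 2821 genes lay at least 2-fold above and 83 at least 2-fold below with total counts, and 866 and 131 of all genes tested. A factor per library moves the median along with the genes and leaves this skew almost unchanged by construction. Comparing the scalings is therefore no separate test of it. Whether the median gene itself changed cannot be read from these libraries, so the numbers of rises and falls on an absolute scale stay open. A contrast by position was drawn among genes low in untreated cells. Their untreated levels were not matched between positions, so a difference in starting level is not excluded. Among 10903 genes under 10 CPM in untreated cells, those near an abundant gene (at least 100 CPM in untreated cells) were compared by position. Those within 10 kb past the 3′ end of an abundant gene were set against those within 10 kb before the 5′ end of one. The share at least 2-fold higher was 23.4% of 1426 genes past a 3′ end and 13.5% of 1294 before a 5′ end, an odds ratio of 1.96 (Fisher's exact test, p = 3.4e-11, adjusted over 13 comparisons 1.1e-10). With total counts the shares were 12.3% and 5.80%, but there only genes past the low-count filter could be called higher. The other shares of rises given for these positions came from the fit without that filter. This drop therefore mixes filter and scaling. The share past a 3′ end was 28.5% within 2 kb and 10.7% at 10 to 20 kb, where the share before a 5′ end was 9.81%. Beside abundant genes that changed by less than 0.5 on the log2 scale the odds ratio was 1.83. Neighbours on the same strand rose in 26.2% and those on the opposite strand in 20.7%.

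Counting noise explains the pattern poorly. Of 2831 genes with a mean of 1 to 10 CPM over all libraries, 1.98% were 2-fold apart between heat shock replicates against at least 20.7% between groups. Of 5677 genes under 1 CPM with any count, 2.04% were 2-fold apart between these replicates against at least 8.37% between groups, on values with 0.5 CPM added. Gene length does not account for the position effect, which had a common odds ratio of 1.99 over length quartiles. In the shortest quartile alone it was not past the threshold (Fisher's exact test, p = 0.355). The share of rises itself climbed with length, from 7.04% in the shortest to 36.3% in the longest quartile past a 3′ end. Before a 5′ end the share climbed from 4.82% to 25.3%. DNA or RNA from the whole genome would raise silent genes wherever they lie, but genes with no untreated counts gained them more often past a 3′ end than far from abundant genes, with a common odds ratio of 6.92 over length quartiles. Transcription that runs past the 3′ ends of abundant genes after heat shock is a candidate explanation for part of the rises. Other values limit it. Genes before a 5′ end also rose more often than genes over 20 kb from any abundant gene, of which 5.19% rose. Silent genes gained counts almost as often before a 5′ end (8.54%) as past a 3′ end (9.62%), with an exact conditional p = 0.490 for that difference over length quartiles. Neighbouring genes are not independent, so these p-values are too small by an unknown amount.

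The larger share of rises in the list was tested against the same idea. List members lay past a 3′ end in 39.9% of cases and other tested genes in 35.1% (Fisher's exact test, p = 0.0915). Among genes that did not, 29.8% of list members and 19.7% of other genes were higher (Fisher's exact test, p = 0.00112). Position past the 3′ end of a gene abundant in untreated cells is therefore unlikely to be the whole reason. Genes abundant only after heat shock, such as stv (49.0 CPM untreated, 4648 after), were not counted as abundant. The test cannot weigh transcription past their 3′ ends. Among genes past a 3′ end the shares were 28.8% and 24.2%, an excess not past the threshold (Fisher's exact test, p = 0.243). Whether the excess differs between these positions was not tested, and neighbouring list members are not independent here either.

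Ucp4B and asRNA:CR43465 occupy the same interval on opposite strands and were chosen after their values were seen. Ucp4B had 3.36 and 1.78 CPM in untreated cells and 0 after heat shock, while the antisense gene rose to 126 and 122 CPM. The Ucp4B counts of 0 had posterior SDs of 15.31 and 17.69, the same as the antisense counts of those libraries. The summed CPM of both genes rose by 5.27 on the log2 scale. Whether Ucp4B itself fell cannot be told apart from a different split of reads between overlapping genes, because the strand of the counted reads is not stated.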
